# C/EBPβ is a MYB- and p300-cooperating pro-leukemogenic factor and promising drug target in acute myeloid leukemia

**DOI:** 10.1038/s41388-021-01800-x

**Published:** 2021-05-06

**Authors:** Maria V. Yusenko, Amke Trentmann, Debora A. Casolari, Luca Abdel Ghani, Mairin Lenz, Melanie Horn, Wolfgang Dörner, Stefan Klempnauer, Henning D. Mootz, Maria Francisca Arteaga, Jan-Henrik Mikesch, Richard J. D’Andrea, Thomas J. Gonda, Carsten Müller-Tidow, Thomas J. Schmidt, Karl-Heinz Klempnauer

**Keywords:** Acute myeloid leukaemia, Mechanisms of disease

## Abstract

Transcription factor MYB has recently emerged as a promising drug target for the treatment of acute myeloid leukemia (AML). Here, we have characterized a group of natural sesquiterpene lactones (STLs), previously shown to suppress MYB activity, for their potential to decrease AML cell proliferation. Unlike what was initially thought, these compounds inhibit MYB indirectly via its cooperation partner C/EBPβ. C/EBPβ-inhibitory STLs affect the expression of a large number of MYB-regulated genes, suggesting that the cooperation of MYB and C/EBPβ broadly shapes the transcriptional program of AML cells. We show that expression of *GFI1*, a direct MYB target gene, is controlled cooperatively by MYB, C/EBPβ, and co-activator p300, and is down-regulated by C/EBPβ-inhibitory STLs, exemplifying that they target the activity of composite MYB-C/EBPβ-p300 transcriptional modules. Ectopic expression of GFI1, a zinc-finger protein that is required for the maintenance of hematopoietic stem and progenitor cells, partially abrogated STL-induced myelomonocytic differentiation, implicating GFI1 as a relevant target of C/EBPβ-inhibitory STLs. Overall, our data identify C/EBPβ as a pro-leukemogenic factor in AML and suggest that targeting of C/EBPβ may have therapeutic potential against AML.

## Introduction

Transcription factor MYB is highly expressed in hematopoietic progenitor cells (HPCs) and performs key roles in their proliferation and differentiation by regulating the transcription of a plethora of target genes [1]. Recent progress in understanding its role in leukemia has made MYB a promising target for drug development [2]. Recurrent genomic alterations affecting MYB function have been identified in T-cell acute lymphoblastic leukemia and include amplifications or translocations of the *MYB* gene [3, 4] or result in the generation of de novo MYB-binding sites upstream of the *TAL1* or *LMO2* genes to stimulate their expression [5, 6]. In addition, Acute Myeloid Leukemia (AML) cells are “addicted” to high expression levels of MYB, making them more vulnerable to inhibition of MYB than normal HPCs [7–10]. This has further stimulated interest in MYB as a target for drug development as such a drug would allow the elimination of the leukemia cells while sparing normal hematopoiesis [2, 11]. Initial approaches based on small-molecule inhibitors of MYB have already yielded promising results, confirming that leukemia cells are more sensitive to targeting MYB than normal HPCs [12–19].

CCAAT-box/enhancer-binding protein beta (C/EBPβ) is a conserved leucine-zipper transcription factor that plays important roles in fundamental cellular processes including differentiation, proliferation, and growth arrest of specific cell types [20–22]. C/EBPβ is highly expressed in cells committed to the myelomonocytic hematopoietic lineage [23, 24] where it cooperates with MYB and the co-activator p300 to activate myeloid-specific gene expression [25–27]. Recent genome-wide binding studies have confirmed that MYB, C/EBPβ, and p300 co-localize at many promoters and enhancer sites in AML cells [28], suggesting that these proteins form a regulatory transcriptional module in myeloid cells.

Previously, we have characterized low molecular-weight compounds that inhibit MYB by disrupting its interaction with p300, providing the first evidence that MYB can be targeted by small-molecule inhibitors [13–15]. Subsequently, we have identified the natural sesquiterpene lactone (STL) 4,15-iso-atriplicolide tiglate (AT) and related STLs as novel inhibitors of MYB activity [29]. We have now characterized the inhibitory potential of these compounds in AML and show that they inhibit MYB indirectly by targeting its cooperation partner C/EBPβ. Our work highlights a novel role of C/EBPβ as a pro-leukemogenic factor and potential drug target for AML. Furthermore, we show that the growth factor independence 1 (*GFI1*) is a MYB-C/EBPβ-p300 target gene whose suppression by C/EBPβ-inhibitory STLs contributes to their ability to inhibit the proliferation of leukemia cells.

## Results

### Inhibition of C/EBPβ activity by 4,15-iso-atriplicolide-tiglate

We have previously shown that several natural furanoheliangolide-type STLs possess MYB inhibitory activity in HD11-C3-GFP1 cells, a macrophage cell-line harboring a doxycycline-inducible MYB expression system and a stably integrated GFP reporter driven by the cis-elements of the MYB-inducible chicken *MIM1* gene [12, 29]. Figure 1A shows that the STL 4,15-iso-atriplicolide tiglate (AT) inhibits MYB-induced expression of the GFP-reporter as well as the endogenous *MIM1* gene in HD11-C3-GFP1 cells. Since *MIM1* expression requires the cooperation of MYB and C/EBPβ or C/EBPα, which are both expressed in HD11-C3-GFP1 cells [25, 30, 31], MYB-inhibitory compounds identified with this cell-system inhibit MYB itself or a cooperating C/EBP family member [32, 33]. We performed luciferase assays with either MYB- or C/EBP-dependent reporters to investigate if AT suppresses the activity of MYB or C/EBPβ. These experiments showed that AT inhibited C/EBPβ-activity but not MYB-activity (Fig. 1B). Additional reporter assays showed that the activity of C/EBPα was inhibited by AT only slightly (Supplementary Fig. 1). We also confirmed the inhibition of C/EBPβ at the endogenous *MRP126* gene, a physiological C/EBP target gene that is not expressed in fibroblasts but activated by exogenous C/EBPβ [34, 35] (Fig. 1C).

**Fig. 1:**
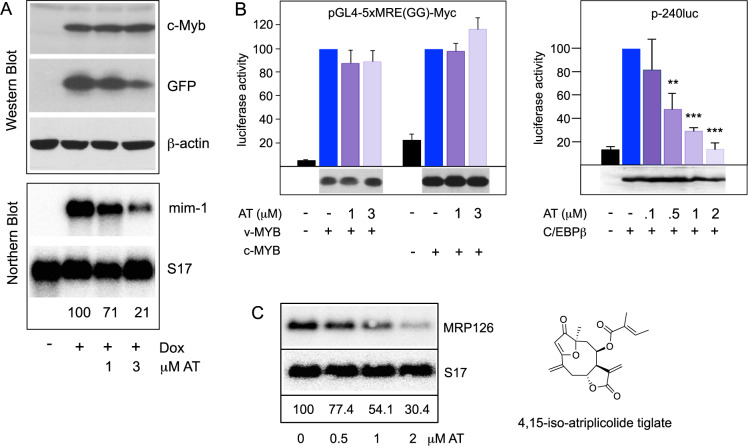
Inhibition of C/EBPβ activity by AT. **A** Inhibition of MYB-induced *MIM1* expression in HD11-C3-GFP1 cells by AT. Cells treated for 18 h with doxycycline and AT were analyzed by western blotting for MYB and GFP expression (upper panels) and by northern blotting for expression of the endogenous *MIM1* mRNA (lower panels). β-actin and S17 mRNA served as loading controls. The intensity of the mRNA bands was quantified with a phosphor-image analyzer. Numbers below the northern blots indicate the amount of *MIM1* mRNA relative to cells treated only with doxycycline. **B** Luciferase reporter experiments. QT6 fibroblasts were transfected with the MYB-dependent luciferase plasmid pGL4–5xMRE(GG)-Myc and expression vectors for v-MYB or chicken MYB (left) or with the C/EBPβ-inducible luciferase plasmid p-240luc and expression vector for chicken C/EBPβ (right). Cells were treated with AT and analyzed after 18 h. Co-transfection of the β-galactosidase expression vector pCMVβ was used to normalize luciferase activities. The bottom panels show the expression of MYB and C/EBPβ proteins. Asterisks indicate statistical significance (**p < 0.01, ***p < 0.001, Student’s *t* test). **C** QT6 fibroblasts were transfected with an expression vector for full-length C/EBPβ and treated for 18 h with the indicated concentrations of AT, as indicated at the bottom. RNA isolated from the cells was analyzed by northern blotting for the expression of *MRP126* mRNA. *S17* mRNA served as a loading control. The intensity of mRNA bands was determined as in (**A**). The numbers below indicate the expression levels of *MRP126* mRNA relative to the untreated control. The chemical structure of AT is shown on the right.

To corroborate the C/EBPβ-inhibitory potential of AT in a different biological context that is independent of MYB we examined its effect on the murine pre-adipocyte cell-line 3T3-L1, an established model of adipocyte differentiation. C/EBPβ controls a cascade of gene activation to induce an adipocyte phenotype that is visualized by the presence of cytoplasmic lipid vesicles and staining with the lipid dye Oil-Red-O [36]. AT strongly suppressed the differentiation of 3T3-L1 cells, further supporting the notion that AT disrupts C/EBPβ activity (Supplementary Fig. 2).

### Characterization of the C/EBPβ-inhibitory potential of AT-related STLs

As an initial step towards exploring structure-activity-relationships, we have investigated the inhibitory potential of the related compounds 4,15-iso-atriplicolide methacrylate (AMA), 4,15-iso-atriplicolide isobutyrate (AIB), budlein A (BUD), goyazensolide (GOY), 4,5-dihydro-atriplicolide-epoxyisobutyrate (DHA), and heliantuberolide-8-O-tiglate (HTT). All compounds inhibited the C/EBPβ-induced activation of the chromatin-embedded *MRP126* gene at EC50 concentrations around or slightly below 1 μM (Supplementary Fig. 3). This suggested that the α-methylene-γ-butyrolactone moiety as the only common group shared by these compounds is crucial for their inhibitory activity. As demonstrated before [33], α-methylene-γ-butyrolactone itself does not inhibit C/EBPβ, indicating that the presentation of this group as part of the furanoheliangolide skeleton increases its inhibitory potential towards C/EBPβ. Additional reactive groups, such as α,β- and α,β,γ,δ-unsaturated carbonyl groups or an epoxy-group found in some of the compounds may support or modify their inhibitory potential, making them interesting candidates for further studies.

The α-methylene-γ-butyrolactone group can react covalently with cysteine residues, raising the possibility that the furanoheliangolides inhibit C/EBPβ by covalent binding. Indeed, the inhibitory activity of AT was diminished by the thiol reagent dithiothreitol (Supplementary Fig. 4A), suggesting that the reaction of the compound with the thiol groups of DTT quenches its inhibitory activity. We employed mass spectrometry to obtain direct evidence for alkylation of C/EBPβ by AT. GFP-C/EBPβ isolated from cells treated with or without AT by binding to GFP-trap beads was therefore analyzed by LC-MS/MS. This identified a cysteine-containing peptide (amino acids 61–112) from the AT-treated sample whose mass showed the expected increase. Fragmentation of this peptide confirmed that AT was bound covalently to Cys-95 of C/EBPβ (Supplementary Fig. 5). However, a C/EBPβ mutant lacking Cys-95 remained sensitive to AT. We also showed that the cysteine-free C/EBPβ mutant CallA remained sensitive to AT (Supplementary Fig. 4B, C), indicating that the inhibition of C/EBPβ by AT was not caused by alkylation of cysteine residues of C/EBPβ.

Electrophoretic mobility shift assays with nuclear extracts from AT-treated cells showed no effect of AT on DNA-binding of C/EBPβ (Supplementary Fig. 6A). Furthermore, DNA-binding of C/EBPβ was also unaffected by up to 50 μM AT in the in vitro binding reaction (Supplementary Fig. 6B).

Previous studies had identified p300 as an important co-activator of C/EBPβ [30, 34, 35]. To see if AT affects the cooperation of C/EBPβ and p300 we examined its effect on the activation of the *MRP126* gene by C/EBPβ alone or combined with p300. Interestingly, p300 diminished the inhibitory effect of AT (Supplementary Fig. 7A) suggesting that AT disrupts the function of p300 as a co-activator of C/EBPβ. To investigate if p300 is targeted by AT we employed DARTS [37] (drug affinity responsive target stability), asking if incubation with AT in vitro affects the proteolytic stability of p300. DARTS assays can be used to identify potential drug targets by assessing their proteolytic stability. We employed p300 constructs containing or lacking the Taz2-domain that acts as a binding site for C/EBPβ. Supplementary Fig. 7B shows that incubation with AT strongly increased the sensitivity towards pronase digestion in the case of the p300 construct that contains the C/EBPβ binding region while it had no effect on the sensitivity of the construct lacking the Taz2 domain. Together, these data suggested that AT inhibits the activity C/EBPβ most likely via p300. However, the exact mechanism of inhibition and whether AT and related compounds act by covalent or non-covalent binding remains to be identified.

### Effects of 4,15-iso-atriplicolide derivatives on human myeloid leukemia cell lines and primary AML cells

Treatment of human myeloid leukemia cell lines NB4, HL60, and Kasumi-1 cells for 48 h with AT, AMA, or AIB showed a concentration-dependent decrease of viability in all cases (Fig. 2A). Analysis of differentiation markers CD11b and CD14 and staining with Annexin V and propidium iodide showed that AT and AIB induced expression of differentiation-associated genes and apoptosis in a concentration-dependent manner, albeit with cell line-specific efficiencies, without significant changes to MYB or C/EBPβ expression (Fig. 2B, C).

**Fig. 2:**
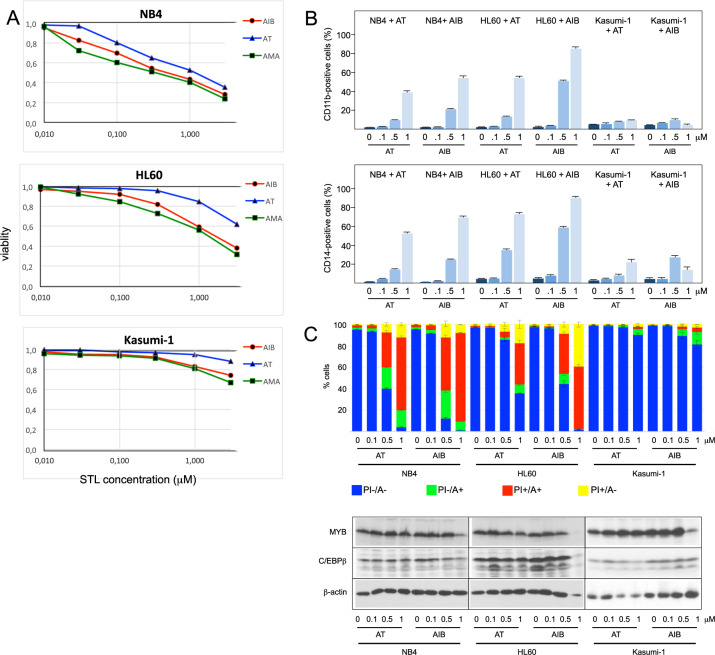
Effect of AT-related STLs on cell viability and induction of apoptosis and differentiation of myeloid leukemia cell lines. **A** NB4, HL60, and Kasumi-1 cells were treated with the indicated concentrations of AT, AMA, or AIB for 48 h. Cell viability was analyzed by a MTT assay. **B** NB4, HL60, and Kasumi-1 cells were treated for 2 days with the indicated concentrations of AT or AIB. The cells were then stained with antibodies against CD11b or CD14 and analyzed by flow cytometry. Bars indicate the percentage of positive cells with standard deviations. **C** Cells treated as in (**B**) were stained with annexin V-FITC (A) and propidium iodide (PI) and analyzed by flow cytometry. A-/PI-: living cells; A + /PI- and A + /PI + : early and late apoptotic cells; A-/PI + : necrotic cells. Bar charts indicate the percentage (with standard deviations) of living and apoptotic/necrotic cells of the whole cell population. The bottom shows western blot analyses of aliquots of the cells illustrating the expression of MYB, C/EBPβ, and β-actin.

We used colony-forming assays to explore if iso-atriplicolide derivatives preferentially inhibit primary AML cells versus normal HPCs. Murine AML cells carrying the MLL-AF9 oncofusion were generated via retroviral transduction of murine c-Kit positive HPCs, injected into syngeneic mice, and recovered from the bone marrow of these mice after the development of AML [38]. Colony formation by murine AML cells was significantly reduced by AT or AMA at concentrations of 50 and 200 nM whereas normal c-Kit-positive HPCs isolated from the bone marrow of healthy mice were not affected significantly (Fig. 3A).

**Fig. 3:**
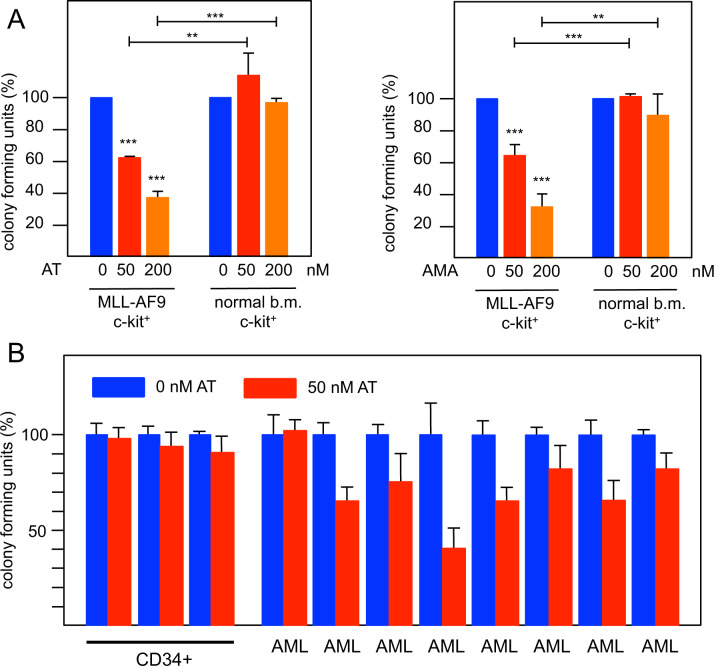
Effect of iso-atriplicolide derivatives on colony formation capacity of primary AML cells and normal hematopoietic progenitors. **A** Murine c-Kit positive cells from the bone marrow of healthy mice and murine MLL/AF9 AML cells were subjected to colony formation assays in the absence or presence of AT or AMA. Equal numbers of cells were plated with DMSO or with 50 or 200 nM AT or AMA. Columns show the relative colony number and standard deviation, normalized to the colony number of the DMSO control. Asterisks indicate statistical significance (*p < 0.05, ***p < 0.001, Student’s *t* test). **B** Colony formation assay of three independent pools of CD34 positive hematopoietic progenitor cells from healthy blood stem cell donors and leukemic blasts from 8 AML patients. Colony assays were performed with 50 nM AT as in A. All colony assays were performed in triplicates for each sample.

As a first step to explore the effect of AT on primary human AML cells, colony assays were performed with blasts from several AML patients and CD34 positive cells isolated from leukapheresis samples of healthy blood stem cell donors (Fig. 3B). We did not observe inhibition of colony formation in independent samples of cells from healthy donors at 50 nM AT. By contrast, in almost all cases colony formation from AML patient leukemic blasts was inhibited by 50 nM AT. Compared to the murine cells the response of AML patient cells was somewhat variable, presumably reflecting subtype specific responses due to the heterogeneity of the disease. Overall, these data suggest that primary murine and human AML cells on average are more sensitive to AT than normal HPCs. However, our data also demonstrate that the response of different AML cell-lines and cells from individual AML patients may be different, presumably because of distinct mutations giving rise to the disease.

### Treatment of AML cells ectopically expressing C/EBPβ or MYB shows that C/EBPβ is a relevant pro-leukemogenic MYB-cooperating factor

To further explore the mechanisms underlying the inhibitory effects of AT and its derivatives we investigated whether induction of differentiation and apoptosis was indeed mediated by inhibition of C/EBPβ. We employed NB4 cells, which showed a strong response to treatment with AT or AIB (Fig. 2), and infected them with a lentivirus encoding full length human C/EBPβ or with vector control. Treating the cells with AIB or helenalin acetate (HA), a C/EBPβ-inhibitory STL identified previously [32, 33], revealed that ectopic expression of C/EBPβ significantly diminished the induction of CD11b expression and apoptosis, consistent with the idea that these compounds exert their anti-proliferative effects via inhibition of C/EBPβ (Fig. 4A, B and Supplementary Fig. 8). Treatment of the cells with other furanoheliangolide derivatives including AT and GOY gave similar results (Supplementary Fig. 9). Thus, C/EBPβ appeared to be a relevant target of these compounds, whose inhibition is responsible for the induction of apoptosis and expression of differentiation-associated genes, suggesting a pro-proliferative role of C/EBPβ in AML cells.

**Fig. 4:**
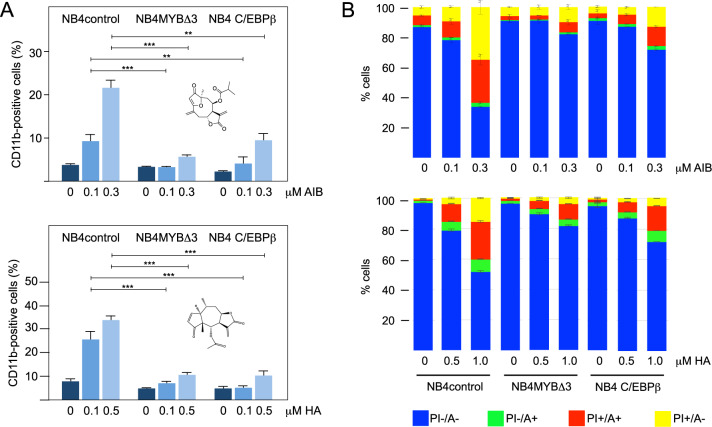
Ectopic expression of C/EBPβ or of MYB-Δ3 in NB4 cells counteracts AIB- and HA-induced differentiation and apoptosis. NB4 cells infected with a control lentivirus (NB4control), a MYBΔ3-encoding lentivirus (NB4MYBΔ3) or a C/EBPβ-encoding lentivirus (NB4C/EBPβ) were treated for 72 h with the indicated concentrations of AIB or HA. The cells were then stained with antibodies against CD11b (**A**) or with annexin V and propidium iodide (**B**) and analyzed by flow cytometry. Bars (**A**) indicate the percentage of CD11b positive cells (with standard deviations) of the viable cells. Asterisks indicate statistical significance (**p < 0.01, ***p < 0.001, Student’s *t* test). Bar charts (**B**) indicate the percentages (with standard deviations) of living (A-/PI-), early (A + /PI-) and late (A + /PI + ) apoptotic and necrotic (A-/PI + ) cells. The chemical structures of AIB and HA are shown in (**A**).

We have previously shown that MYB, C/EBPβ, and co-activator p300 constitute a regulatory module of cooperating factors that drive myeloid-specific *MIM1* expression in chicken cells [25, 27, 34, 35]. Recent work has demonstrated co-localization of C/EBPβ, MYB, and p300 at multiple genomic sites in AML cells [28], implying that these factors also co-operate in AML and thus providing a conceptual framework for how C/EBPβ can contribute to the pro-leukemogenic function of MYB. We, therefore, wondered if C/EBPβ-inhibitory STLs indirectly also inhibit MYB as a consequence of its cooperation with C/EBPβ and whether increased MYB activity would dampen the inhibitory effects of the C/EBPβ-inhibitory STLs. To investigate this we used NB4 cells expressing a C-terminally truncated MYB, which acts as a stronger transcriptional activator than full-length MYB [39]. Interestingly, cells expressing MYB-Δ3 were rescued significantly from the induction of CD11b expression and apoptosis induced by AIB and HA (Fig. 4A, B) or related STLs (Supplementary Fig. 9), further supporting the notion that C/EBPβ is a relevant pro-leukemogenic cooperating factor of MYB in human AML cells.

### C/EBPβ-inhibitory STLs interfere with the expression of MYB target genes

That C/EBPβ-inhibitory STLs disrupt MYB activity suggested that these compounds affect the expression of at least a fraction of MYB-regulated genes. To confirm this conjecture we treated THP1 cells for 24 h with 1 μM AT or 0.5 μM HA and compared their gene expression profiles to those of control cells. 

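THP1 is an established human monocytic leukemia cell line. RNA-Seq was performed on 3 libraries of control cells, 3 libraries of cells treated for 24 h with 1 μM AT and 3 libraries of cells treated for 24 h with 0.5 μM HA, and each compound was compared with the same control libraries. The authors deposited the outcome as 2 tables of regulated genes, 1 for AT and 1 for HA, in which each gene has an Ensembl identifier, a symbol and a log2-fold change. The tables hold neither values per library nor standard errors, p-values or mean expression levels. The depth of the libraries is therefore unknown, the spread between replicates cannot be given for any gene, and a gene absent from a table was not shown to be unchanged. Genes were matched between the tables by Ensembl identifier and placed on GRCh38 with GENCODE release 29, in which 1046 of the 1048 genes in either table have a record. The paper's text does not name the genome build, the read counting or the test, but refers to Supplementary Materials for additional methods, which were not used here. The placement on GRCh38 is thus from this match. Genes whose longest transcript has a near-identical copy elsewhere in the genome (at least 98% identity over at least 50% of the transcript) were marked, since the counting could have split their reads. This applied to 27 genes.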

We used THP1 cells because previous work had already identified the gene expression changes induced by MYB silencing in THP1 cells [40], permitting direct comparison. The expression of MYB or C/EBPβ was not affected by treatment with the compounds (Fig. 5A). Considering only genes whose expression was determined with high confidence (padj < 0.05), RNA-Seq identified 615 and 275 genes, respectively, whose expression was up- or down-regulated two-fold or more by AT as well as 556 and 250 genes whose expression was up- or down-regulated at least two-fold by HA (Fig. 5B, C). 

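The authors' deposited table for AT lists 743 genes, 544 up-regulated and 199 down-regulated, where the paper's counts are 615 and 275. For HA the authors' deposited table lists 806 genes, and its 556 up-regulated and 250 down-regulated genes equal the paper's counts. The AT table thus lacks 71 up-regulated and 76 down-regulated genes of the paper's count, and no test of gene sets in it is given. Up-regulated genes made up 73.2% of the AT table and 69.0% of the HA table. The median size of the log2-fold change was 1.54 for AT and 1.53 for HA. With a threshold of 4-fold in place of 2-fold, which moved the counts most, 205 genes were up-regulated and 31 down-regulated by AT, and 195 were up-regulated and 27 down-regulated by HA. Among genes in both tables, the 5 with the highest mean change were SLCO2B1, NMRAL2P, ABCC3, XCR1 and ANGPT4. In the authors' deposited tables SLCO2B1 (chromosome 11 of GRCh38, 75100563 to 75206549) had log2-fold changes of 5.72 with AT and 8.07 with HA, and the pseudogene NMRAL2P (chromosome 3, 185959943 to 185980872) had 4.48 and 8.23. XCR1 had 5.47 and 6.28 and ANGPT4 had 5.22 and 6.20 in the authors' deposited tables. The 5 lowest means belonged to CBSL, C21orf33, GDAP1L1, PDYN and GUCY2F. CBSL (chromosome 21, 6444869 to 6468040) had -6.36 with AT and -6.33 with HA in the authors' deposited tables, but its transcript is 99.8% identical to that of CBS on the same chromosome, so that the counting could have split reads between them. C21orf33, named GATD3A in GENCODE, had -4.46 and -5.14, GDAP1L1 had -4.26 and -3.46, PDYN had -3.24 and -3.45 and GUCY2F had -3.80 and -2.74 in the authors' deposited tables. LOC102724023, named GATD3B in GENCODE and on the same chromosome as C21orf33, had -1.03 with AT in the authors' deposited table. It was not listed for HA. The copy search compared only longest transcripts and marked neither gene, so that reads shared between them were not excluded.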

Quantitative real-time PCR analyses of selected genes supported the validity of the RNA-Seq data (Fig. 5D and Supplementary Table 1). 

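All 19 genes of Fig. 5D were in the authors' deposited table for AT and 18 were in that for HA, RTKN2 being the exception. The sign of the RNA-Seq change equalled that of the real-time PCR bar for 19 of 19 genes with AT and for 18 of 18 genes with HA. The bar was larger than 2 times its standard deviation for 15 of these genes with AT and 17 with HA. In the authors' deposited tables the 10 up-regulated genes ranged from 1.67 to 4.94 on the log2 scale with AT and from 1.42 to 7.29 with HA. CYP4F3 (chromosome 19 of GRCh38, 15640897 to 15662825) had 3.92 with AT and 6.98 with HA in the authors' deposited tables. GPR34 had 4.40 and 4.18, IGSF23 had 3.65 and 3.92, ITGAX had 2.49 and 2.72 and CD14 had 1.91 and 1.42 in the authors' deposited tables. The down-regulated genes ranged from -2.81 to -1.25 with AT and reached -1.23 at the highest with HA in the authors' deposited tables. ETV1 had -2.81 with AT and -1.36 with HA, CLSTN2 had -2.28 and -1.81, and HDAC9 had -1.77 and -1.23 in the authors' deposited tables. GPR34, IGSF23, ITGAX, HDAC9 and CLSTN2 overlap annotated genes on the opposite strand, with which reads could have been shared if the counting did not use the strand. As the tables hold no replicate values, differences between AT and HA for single genes were not tested.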

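Of the genes in the authors' deposited tables, 501 were in both, 388 up-regulated by AT and HA and 113 down-regulated by AT and HA, and none were regulated in opposite directions. The shared genes made up 67.4% of the AT table and 62.2% of the HA table (95% Wilson interval 58.8% to 65.4%). The share was 69.8% for genes up-regulated by HA and 45.2% for genes down-regulated by HA. These 2 shares cannot be compared directly, since the AT table lacks 71 of the paper's 615 up-regulated but 76 of its 275 down-regulated genes. If all 147 AT-regulated genes of the paper's count that the table lacks were also HA-regulated, a bound chosen after seeing the data, 648 genes would be shared, 80.4% of the HA table and 72.8% of the 890 AT-regulated genes of the paper's count. With a 4-fold threshold for 1 compound and a 2-fold threshold for the other, 191 of 236 AT-regulated genes (80.9%) were in the HA table and 186 of 222 HA-regulated genes (83.8%) were in the AT table. A further 242 genes were in the AT table alone and 305 in the HA table alone. Their median size of change was 1.23 and 1.26 on the log2 scale, against 1.75 with AT and 1.76 with HA for the shared genes. Across the shared genes Pearson's r was 0.959 and Spearman's rho 0.919, and r was 0.870 within the up-regulated and 0.834 within the down-regulated genes. Genes are not independent replicates, and selection on both sides raises r. The size of the change was larger with HA for 283 of the 501 genes, with a median difference of 0.063 on the log2 scale. Since both compounds were compared with the same controls, chance values of the controls alone produce overlap. In 200 simulations each in which every HA change was taken as chance error of 2, 3 or 5 standard errors and AT had no effect, 39.3%, 34.6% and 31.1% of the HA genes also passed 2-fold with AT, and 97.6%, 99.8% and 100% of these had the same sign. Pearson's r within the up-regulated genes was 0.658, 0.694 and 0.778 in these simulations, below the observed 0.870. The observed share of 62.2% lay above the simulated shares, whereas the observed 100% with the same sign did not lie above all of them. Equal error in all libraries was assumed, and larger error in the controls would raise the simulated shares. Overlap from control error is therefore not excluded.

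**Figure D1:**
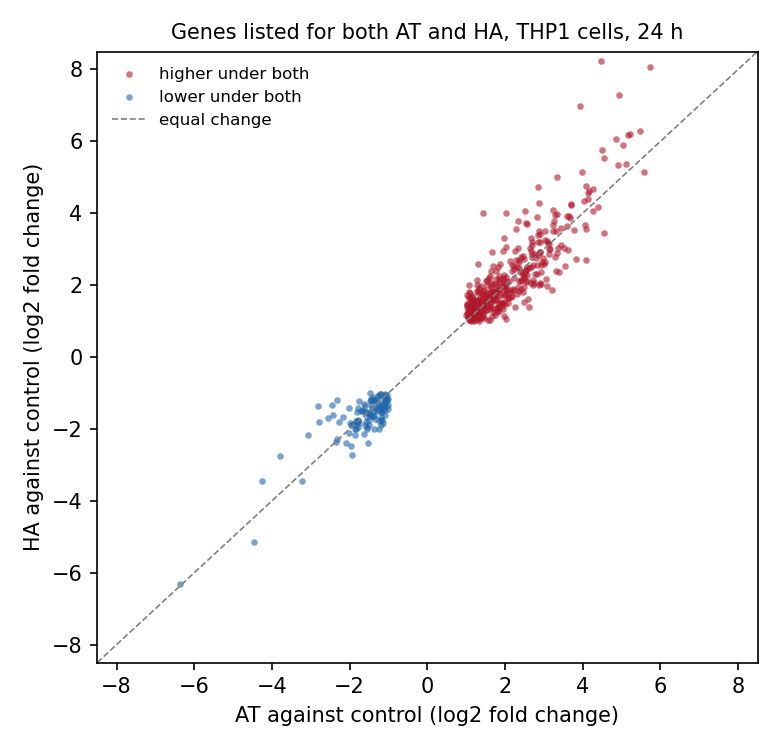
Log2-fold change with HA (vertical axis) against log2-fold change with AT (horizontal axis) for the 501 genes in both of the authors' deposited tables, 1 point per gene. The 388 up-regulated and 113 down-regulated genes lie along the dashed line of equal change, and the gap around 0 is the 2-fold threshold of the tables.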

Importantly, there was a virtually complete overlap between the AT- and HA-regulated genes, as demonstrated by Gene Set Enrichment Analysis (GSEA) (Supplementary Fig. 10A, B). This was also evident from the real-time PCR analysis of selected HA-regulated genes (Fig. 5D). GSEA of the AT and HA gene expression signatures revealed that gene sets up-regulated by all-trans retinoic acid (ATRA) in HL60 cells or involved in myeloid development were enriched with genes up-regulated by AT and HA, confirming the induction of myeloid differentiation (Supplementary Fig. 10C-F). Furthermore, cytospin analyses of THP1 cells treated for 6 days with AT showed increased vacuolization and enlargement of the cells as early signs of differentiation (Supplementary Fig. 11). 

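The ATRA and myeloid development gene sets of Supplementary Fig. 10C-F were not used here. Instead a list of 44 names of myeloid differentiation genes, 43 different genes, was drawn up before the data were examined. Of these, 21 were in the authors' deposited table for AT and 20 in that for HA, and all were up-regulated. In the HA table 536 of the other genes were up-regulated and 250 down-regulated, so that the list was shifted towards up-regulation (two-sided Fisher's exact test, p = 0.000859, adjusted p = 0.00387 by the Benjamini-Hochberg method over the 9 lists with a gene in the table). Without the list's genes that are also drawn in Fig. 5D, 16 genes were left in the HA table and the adjusted p from Fisher's exact test was 0.0175. With a 4-fold threshold 11 genes were left, all up-regulated, and the adjusted p from Fisher's exact test was 0.644. The AT table was not tested because it lacks genes of the paper's count. In the authors' deposited tables CD86 had log2-fold changes of 5.57 with AT and 5.15 with HA, FPR1 had 3.45 and 3.60, S100A9 had 2.62 and 2.47, FPR2 had 2.99 and 2.77, CYBB had 1.87 and 1.69 and CSF1R had 1.60 and 1.38. NCF1 had 3.33 and 2.88 in the authors' deposited tables and has the near-identical copies NCF1B and NCF1C, between which the counting could have split reads. The test uses only genes that were regulated and does not show how many of the list's genes were unchanged. From the enrichment of its own gene sets, the paper concludes that AT and HA induced myeloid differentiation.

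**Figure D2:**
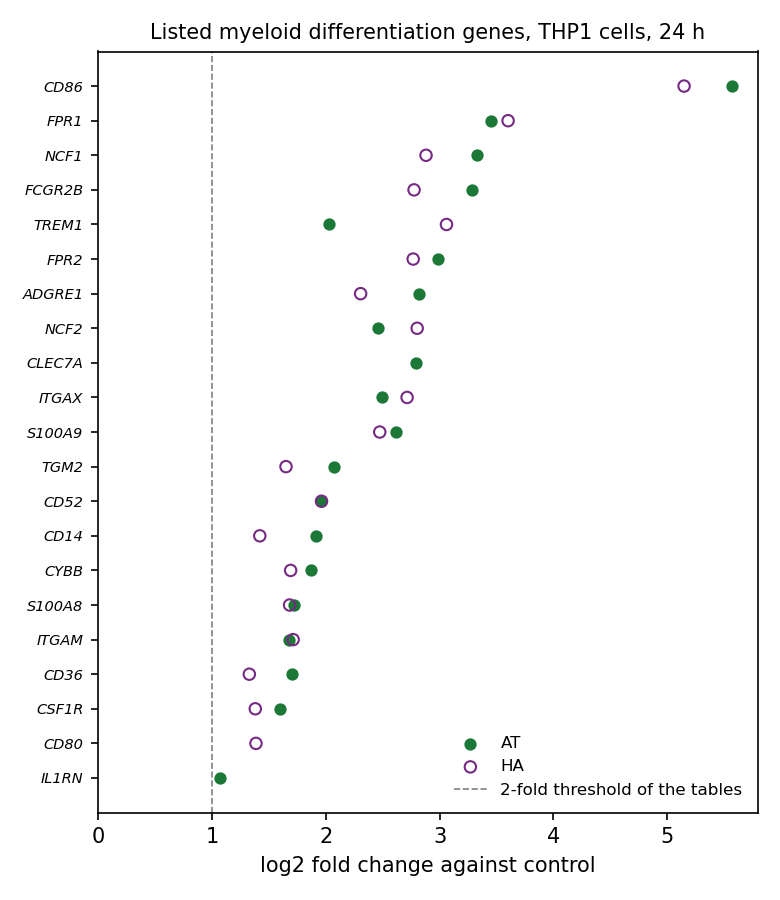
Log2-fold change against control (horizontal axis) of the myeloid differentiation genes in the authors' deposited tables, except 1 gene that is not drawn, with AT as filled and HA as open circles. All 20 AT and 19 HA values drawn lie to the right of the dashed line that marks the 2-fold threshold of the tables.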

To assess the effect of AT and HA on MYB-regulated genes we employed gene sets of MYB-activated and MYB-repressed genes derived from knock-down of MYB in THP1 cells [40]. A large number of genes whose expression was stimulated by MYB were suppressed by AT and HA (Fig. 5E, F), and, vice versa, MYB-repressed genes were found enriched with AT- and HA-activated genes (Fig. 5G, H). This is also evident from the real-time PCR analyses in Fig. 5D, since several of the selected genes are known MYB-activated or -repressed genes (marked with asterisks). Thus, treatment of THP1 cells with either of the C/EBPβ-inhibitory compounds largely mimics the effect of MYB knock-down. 

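The MYB-activated and MYB-repressed gene sets behind Fig. 5E-H were not used here. Among the genes drawn in Fig. 5D, 10 are marked as known MYB-regulated genes. All 10 were in the authors' deposited table for AT, 4 up-regulated and 6 down-regulated, and 9 were in that for HA, 4 up-regulated and 5 down-regulated. In the authors' deposited tables ABCC3 (chromosome 17 of GRCh38, 50634777 to 50692252) had log2-fold changes of 4.94 with AT and 7.29 with HA, CCL2 had 4.08 and 2.69, SPP1 had 3.58 and 3.92 and ITGAM had 1.67 and 1.71. The down-regulated genes were PRTN3 (chromosome 19, 840960 to 848175), with -1.25 and -2.01, MCM7, with -1.53 with AT and rank 14 from the lowest with HA, LRIG1, with -1.56 and -1.66, MS4A3, with -1.76 and -1.84, and SERPINI2, with -1.79 and -1.95 in the authors' deposited tables. RTKN2 had -2.27 with AT in the authors' deposited table and was not listed for HA. MCM7 and LRIG1 overlap annotated genes on the opposite strand, and the text does not state whether the counting used the strand. MCM7 and SERPINI2 overlap annotated genes on the same strand, with which reads could have been shared in either case. These genes were selected by the authors and do not measure the share of MYB-regulated genes that changed. From the enrichment of the MYB gene sets, the paper reasons that treatment with either compound largely mimics MYB knock-down.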

As AT or HA do not inhibit MYB-activity directly (Fig. 1B and Ref. [32]) or decrease MYB expression (Fig. 5A) this suggested that these compounds exert their effects on MYB via inhibition of C/EBPβ, presumably as a result of the cooperation of MYB and C/EBPβ.

**Fig. 5:**
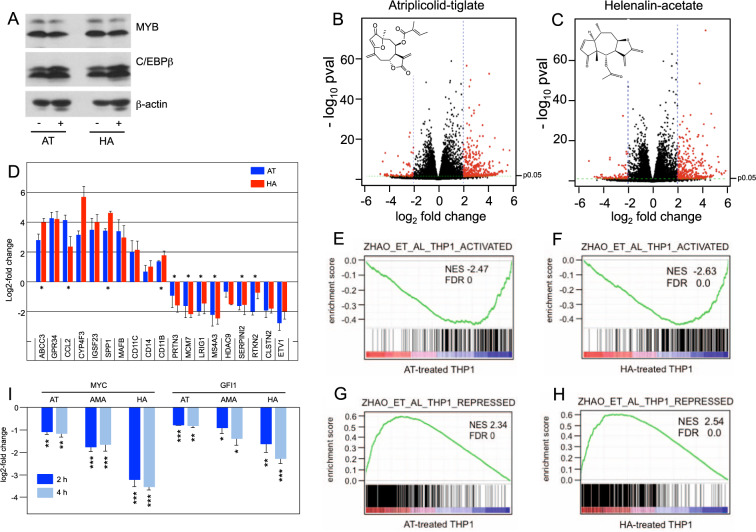
RNA profiling of AT- and HA-treated THP1 cells. **A** Western blot analysis of THP1 cells treated for 24 h without compound or with 1 μM AT or 0.5 μM HA. **B**, **C** Volcano plots showing gene expression changes (log2-fold change versus -log10 pval) of AT- and HA-treated THP1 cells. Genes up- or down-regulated four-fold or more (*p* < 0.05) are shown as red dots. **D** Real-time PCR of selected genes up- or down-regulated by AT or HA. Data are derived from three biological replicates. Bars indicate the log2-fold up- or down-regulation and standard deviation of the indicated genes. Known MYB-regulated genes are marked with asterisks. **E**–**H** GSEA of the AT- and HA-induced gene expression signature and genes repressed or activated by MYB in THP1 cells. **I** Decreased *MYC* and *GFI1* expression in THP1 cells after treatment for 2 and 4 h with AT (1 μM), AMA (1 μM), or HA (0.5 μM). Asterisks indicate statistical significance (*p < 0.05, **p < 0.01, ***p < 0.001, Student’s *t* test).

To exclude that the effects of both compounds were not caused indirectly by the differentiation of the cells we also examined the expression of *MYC* and *GFI1*, two direct MYB target genes [40, 41], after short-term treatment of THP1 cells with C/EBPβ-inhibitory STLs. Both genes were down-regulated already after 2 and 4 h of treatment, consistent with direct effects of the compounds on their expression (Fig. 5I). Taken together, our data showed that the inhibition of C/EBPβ by different STLs also inhibits MYB activity, consistent with the role of C/EBPβ as a crucial cooperation partner of MYB in AML cells.

### Forced expression of GFI1 prevents up-regulation of myelomonocytic differentiation markers CD11b and CD14 by C/EBPβ-inhibitory STLs

*GFI1* encodes a DNA-binding zinc finger protein that participates in the formation of repressive GFI1/CoREST chromatin complexes and is required for the maintenance of hematopoietic stem and progenitor cells [42–44]. MYB drives the expression of *GFI1* and thereby inhibits the differentiation of myelomonocytic cells [41]. We, therefore, wondered whether the down-regulation of *GFI1* expression by C/EBPβ-inhibitory STLs contributes to their ability to induce AML cell differentiation. To test this conjecture, we turned to U937 cells as a model of myelomonocytic differentiation to first confirm that these compounds were able to down-regulate *GFI1* (as well as *MYC*) expression in U937 cells after 2 or 4 h (Fig. 6A). We then employed previously described [41] U937 cells ectopically expressing wild-type GFI1, the inactive GFI1 mutant P2A or an empty vector control to examine whether forced GFI1 expression interferes with the induction of differentiation by AMA and HA. Both compounds increased the number of CD11b-positive U937 empty vector control cells. Importantly, this increase was largely suppressed by ectopic GFI1 while GFI1-P2A-expressing U937 cells showed similar numbers of CD11b-positive cells as the control (Fig. 6B and Supplementary Fig. 12A). CD14 levels also increased in the control cells upon treatment with both compounds and were suppressed by GFI1, but not by GFI1-P2A (Supplementary Fig. 12B, C). Because a significant percentage of the U937 cell lines were already CD14-positive without treatment with the compounds, these changes were most clearly demonstrated by analyzing the mean fluorescence intensity of the cell populations (Fig. 6B and Supplementary Fig. 12). Overall, these experiments indicated that GFI1 abrogates the induction of the CD11b and CD14 differentiation markers by the C/EBPβ-inhibitory compounds. Cytospin analyses of the cells treated for 4 days with HA or AMA showed morphological features of differentiation, irrespective of their GFI1 expression status (Supplementary Fig. 13). We, therefore, concluded that these compounds induce certain aspects of differentiation, such as increased CD11b and CD14 expression, by down-regulating *GFI1*, while other aspects were induced independently of GFI1.

**Fig. 6:**
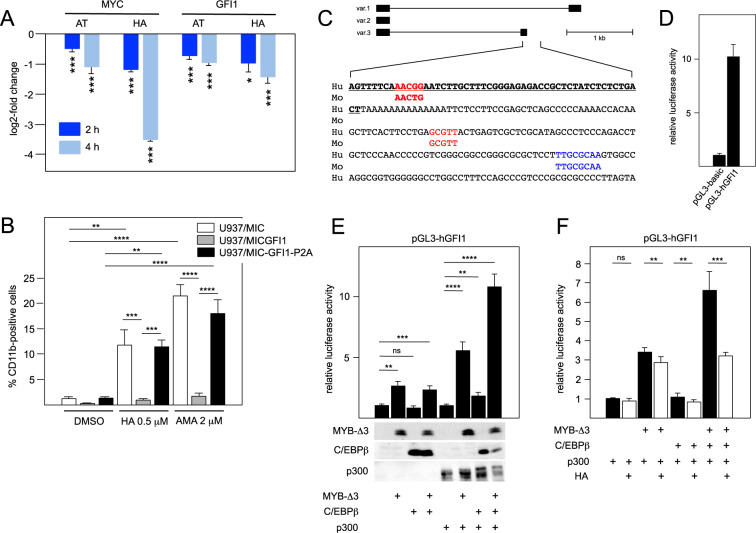
C/EBPβ-inhibitory STLs induce CD11b and CD14 expression in U937 cells by down-regulating *GFI1* expression. **A** Decreased *MYC* and *GFI1* expression in U937 cells after treatment for 2 and 4 h with AT (1 μM) or HA (0.5 μM). Statistical significance (*p < 0.05, ***p < 0.001, Student’s *t* test). **B** U937 cells expressing ectopic wild-type GFI1 (U937/MIC-GFI1), an inactive mutant of GFI1 (U937/MIC-GFI1-P2A) or no GFI1(U937/MIC) were analyzed by flow cytometry for CD11b expression. The bars indicate the percentage of CD11b positive cells after treatment for 4 days with DMSO, 0.5 μM HA or 2 μM AMA. Statistical significance was determined with one-way ANOVA with Tukey correction (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). **C** Schematic illustration of *GFI1* transcript variants and nucleotide sequence of the *GFI1* variant 3 promoter region. Bold underlined letters correspond to the 5’ end of human *GFI1* variant 3 mRNA. Sequences in red and blue mark MYB and C/EBPβ binding sites, respectively. Conservation of these sequences in the mouse genome is indicated below. **D** Comparison of the luciferase activity of the cloned GFI promoter and the promoter-less luciferase vector. **E**, **F** Reporter assays of the human *GFI1* promoter in the presence of the indicated combinations of expression vectors for MYB-Δ3, C/EBPβ, and p300. In panel **E**, Western blotting (bottom) confirms the expression of the indicated proteins. Reporter assays in panel (**F**) were performed without or with 1 μM HA. Asterisks in panels (**E**) and (**F**) indicate statistical significance (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Student’s *t* test; *NS,* non-specific).

Considering our hypothesis that C/EBPβ-inhibitory STLs inhibit MYB regulated genes by disturbing the cooperation of MYB, C/EBPβ, and p300, the down-regulation of *GFI1* by the C/EBPβ-inhibitory compounds implied that *GFI1* is a MYB-C/EBPβ-p300 target gene. ChIP experiments in mouse AML cells have demonstrated binding of C/EBPβ to sequences corresponding to the promoter region of one of the human *GFI1* transcript variants [28] (www.ncbi.nlm.nih.gov/genome/gdv/browser/geo/?id=GSE66122). The MYB binding site previously identified [41] is also located close to the promoter of this transcript variant (Fig. 6C). We have cloned the corresponding human promoter region and performed luciferase reporter assays (Fig. 6D, E). Co-transfection with expression vectors for MYB-Δ3, C/EBPβ, and co-activator p300 showed synergistic activation of the promoter when all three factors were expressed together. Interestingly, synergy of MYB-Δ3 and C/EBPβ was only observed in the presence of ectopically expressed p300. Together these data confirm that *GFI1* expression is controlled by the cooperation of MYB, C/EBPβ, and p300. Furthermore, reporter assays have confirmed the inhibitory activity of HA (Fig. 6F) or AMA (Supplementary. Fig. 14) when MYB, C/EBPβ, and p300 were co-expressed. Overall, our data establish *GFI1* as a relevant target of C/EBPβ-inhibitory STLs in myelomonocytic cells and support our model that these compounds target a pro-leukemogenic MYB-C/EBPβ-p300 transcriptional module.

## Discussion

AML is one of the most common types of leukemia in adults and children with poor outcomes, especially for the majority of elderly patients [45]. Improvement of existing therapies and development of novel therapeutic approaches for AML are therefore important goals. The identification of specific molecular dependencies of AML cells, including high MYB expression, has made MYB a promising drug target in AML [8, 10]. Importantly, the addiction of AML cells to higher levels of MYB compared to normal HPCs provides a rationale for a therapeutic approach based on MYB inhibition as it predicts leukemic cells to be more sensitive to inhibition of MYB than normal HPCs. This concept was validated by studies of a mouse model of AML and by initial work on small-molecule compounds targeting MYB. These studies confirmed that MYB-inhibitory compounds can significantly prolong leukemia latency in mouse models of AML [10, 12–19].

The characterization of several furanoheliangolide-type STLs that were initially found to inhibit MYB activity [29] confirmed and substantially extends our previous work on the STL helenalin acetate [32, 33] in demonstrating a key role of C/EBPβ as a pro-leukemogenic MYB-cooperating factor in AML cells. As shown here, these compounds do not affect MYB directly but rather inhibit the MYB-cooperating factor C/EBPβ, thereby causing up-regulation of differentiation-associated genes and apoptosis in human leukemia cell lines. Ectopic expression of C/EBPβ in the NB4 cell line reduces these anti-proliferative effects of AT and several related STLs, and confirms C/EBPβ as a relevant target of these compounds. Moreover, the observation that the effects elicited by AT derivatives or HA are dampened by the expression of an activated version of MYB strongly underlines the relevance of C/EBPβ as a pro-leukemogenic MYB-cooperating factor. Further support comes from the finding that treatment of AML cells with AT or HA affects the expression of a large number of MYB regulated genes. This is further exemplified by *MYC* and *GFI1*, two direct MYB target genes, whose expression was down-regulated by C/EBPβ-inhibitory STLs as early as after 2 h of treatment with the compounds. This indicates that the decreased expression of these genes is a direct effect and not caused indirectly by the differentiation of the cells. Overall, our data provide compelling evidence that C/EBPβ acts as a crucial pro-leukemic cooperation factor of MYB to maintain the survival and differentiation block of AML cells.

Previous work has established a role of C/EBPβ in promoting ATRA-induced APL cell differentiation [46], which appears inconsistent with the pro-leukemogenic function of C/EBPβ proposed here. However, ATRA-treatment of APL cells boosts C/EBPβ expression very strongly [46], raising the possibility that the high concentration of C/EBPβ in ATRA-treated cells leads to a transcriptional output that overrides its pro-leukemic function at lower concentrations of C/EBPβ. Concentration-dependent differential gene activation by a transcription factor is a common phenomenon, observed for example in many developmental processes. Possibly, ATRA-treatment also stimulates the expression of other factors that switch C/EBPβ from a pro-leukemogenic to a differentiation-inducing protein. This would also be consistent with our observation that overexpression of C/EBPβ alone is not sufficient to induce differentiation in NB4 cells (Fig. 4).

We presume that C/EBPβ acts in a MYB-C/EBPβ-p300 composite transcriptional module previously shown to control myeloid-specific gene expression in chicken cells [34]. This is supported by genome-wide binding studies showing that MYB, C/EBPβ, and p300 co-localize at many sites in the chromatin of AML cells [28]. We, therefore, hypothesize that the inhibition of C/EBPβ in the context of this module is responsible for differentiation and apoptosis triggered by C/EBPβ-inhibitory STLs. The analysis of the effect of these compounds on *GFI1* expression strongly supports this hypothesis and provides further mechanistic insight into the downstream effects elicited by C/EBPβ inhibition. *GFI1* plays an important role in maintaining the proliferation of hematopoietic stem and progenitor cells by forming repressive CoREST complexes that prevent the differentiation of immature myelomonocytic cells. Pharmacologic disruption of the interaction between GFI1 and LSD1, a major scaffolding and catalytic component of these complexes, induces differentiation in AML and has highlighted GFI1 and CoREST complexes as important therapeutic targets for the treatment of AML [47–50]. Consistent with our model, *GFI1* promoter studies reported here show that *GFI1* expression itself is controlled cooperatively by MYB, C/EBPβ, and p300. Importantly, we also identified *GFI1* as a relevant target of these compounds whose down-regulation contributes to their ability to induce myelomonocytic differentiation. Taken together, our data provide a consistent picture of C/EBPβ as a pro-leukemogenic factor and a relevant drug target in AML.

C/EBPβ-inhibitory STLs themselves may be interesting from a therapeutic perspective. As shown here, these compounds inhibit the proliferative potential of primary AML cells in a manner that parallels the higher dependency of these cells on MYB compared to normal HPCs. Thus, C/EBPβ-inhibitory STLs warrant further investigation of their potential as novel AML therapeutics and starting points for further drug development. Apart from AML, C/EBPβ has been implicated in the development of various malignancies, including multiple myeloma, ALK-positive anaplastic large cell lymphoma [51, 52], tumors of the colon, kidney, brain, stomach, prostate, and the ovaries [53–57] and its expression often correlates with increased malignancy and invasiveness of the tumor cells. Overall this makes C/EBPβ an interesting target for future drug development.

## Materials and methods

### Cells

HD11-C3-GFP1 reporter cells were described before [12]. Fat cell differentiation of the murine 3T3-L1 pre-adipocytic fibroblast line was induced as described previously [36]. HL60, NB4, Kasumi-1, U937, and THP1 are human myeloid leukemia lines. Cell lines were initially obtained from ATCC. U937 sub-lines U937/MIC, U937/MIC-GFI1, and U937/MIC-GFI1-P2A cells have been described [41]. All cell lines were free of mycoplasma contamination. Murine MLL-AF9 transformed AML cells were obtained as described before [14]. Murine hematopoietic c-Kit-positive progenitor cells were isolated from the femur of C57/BL6 wildtype mice and enriched on the basis of c-Kit expression by immunomagnetic (MACS Miltenyi Biotec) and c-Kit antibodies. Human acute myeloid leukemia (AML) blast cells were obtained from the bone marrow of patients diagnosed with AML at the Heidelberg University Hospital. Blasts were enriched (usually > 90%) by density centrifugation. CD34 + hematopoietic progenitor cells were isolated by magnetic cell sorting with anti-CD34 antibodies (MACS, Miltenyi Biotec) from leukapheresis samples of healthy donors undergoing harvest for allogeneic stem cell transplantation. All patients and donors provided written consent and the studies were approved by the local ethical board. Colony formation assays with murine and human AML cells and normal HPCs were performed as previously described [14, 58].

### Sesquiterpene lactones

4,15-iso-atriplicolide tiglate (AT), 4,15-iso-atriplicolide methacrylate (AMA), 4,15-iso-atriplicolide isobutyrate (AIB), and heliantuberolide-8-O-tiglate (HTT) was isolated from aerial parts of *Helianthus tuberosus* L. (Jerusalem Artichoke, Asteraceae) as described [59]. The origin of budlein A (BUD), goyazensolide (GOY), and 4,5-dihydro-atriplicolide-epoxyisobutyrate (DHA) have been described [29, 60]. The purity of all compounds was > 90% by HPLC and/or ^1^H-NMR. 10 mM stock solutions were prepared in DMSO.

### Viability, differentiation, and apoptosis assays

Cell viability was determined by MTT assays. Cells were incubated with compounds for 48 h, followed by addition of MTT solution (Millipore Corp., USA), incubation for 4 h, and measuring the absorbance at 495 nm with a microplate photometer (MPP 4008, Mikrotek). For differentiation and apoptosis assays cells were cultured for 2 days in RPMI 1640 medium containing the desired compounds and then analyzed for CD11b and CD14 expression using PE/Cy7-labeled anti-human CD11b (ICRF44, BioLegend) and FITC-labeled anti-human CD14 antibodies (63D3, BioLegend) and an FC 500 Cytometer (Beckman Coulter). Apoptotic and necrotic cells were determined by double-staining with FITC-annexin-V (BioLegend) and propidium iodide (PI). CXP software (Beckman Coulter) was used for subsequent analysis. Flow cytometry of GFI expressing U937 cells was performed by culturing the cells for 4 days with compounds at desired compound concentration or DMSO as control. Expression of CD11b and CD14 was measured using BB515 labeled anti-human CD11b (ICRF44, BD Biosciences) and BV421 labeled anti-human CD14 (M5E2, BD Biosciences) with the BD LSRFortessa Cell Analyzer. Subsequent analysis was performed using FCS Express 4 Flow Cytometry Research Edition (De Novo Software) and GraphPad Prism 8 (GraphPad Software). Cytospin slides were stained with May-Grunwald Giemsa.

Additional methods are described in Supplementary Materials.

## Supplementary information

Supplementary material

How the deposited data were processed for this re-analysis (not part of the article)

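RNA-Seq was performed on 9 libraries of THP1 cells in 3 groups of 3: control cells, cells treated for 24 h with 1 μM AT and cells treated for 24 h with 0.5 μM HA. The authors deposited 2 tables with log2 fold changes, 1 per compound, of genes regulated against control. According to the paper's text, these genes had an adjusted p-value under 0.05 and changed 2-fold or more. No change in either table was smaller than 1.00 on the log2 scale. The text does not name the aligner, the read counting, the genome build or the test, but refers to Supplementary Materials for additional methods, which were not used here. The effect of these steps on the values was not examined. The tables hold no values per library, no standard errors and no p-values. Library depth is unknown, replicates could not be compared or left out, and no model was fitted. The count-based tests named in the design were replaced by counts of the authors' calls, as the design provides for such tables. The design also planned tests of gene lists in the AT table. These were not run, because that table lists 743 genes where the paper counts 890.

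Genes were matched by Ensembl identifier. Positions, transcript lengths and GC contents were taken from GENCODE release 29 on GRCh38, using the longest transcript of each gene. Near-identical copies were searched with blastn 2.17.0 among the longest transcripts of all genes. A copy had to lie elsewhere, with at least 98% identity over at least 50% of the transcript. Statistics were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots with matplotlib 3.10.9.

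Overlaps are counts and shares, the latter with 95% Wilson intervals. Intervals of correlations and median differences used to compare settings came from 1000 bootstrap draws over genes, which are not independent. The overlap expected from shared controls was simulated with equal errors in all libraries. For 12 gene lists with 275 names in all, the split of up- and down-regulated members was compared with all other genes of the HA table by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 9 lists with a member in that table. The lists covered myeloid differentiation, granule proteins of immature myeloid cells, DNA replication, mitosis, the NRF2 electrophile response, heat shock, NF-κB and inflammation, the integrated stress response, p53 targets, interferon response, cholesterol synthesis and metallothioneins. They were written from general knowledge before the data were examined, as were the alternatives unless stated otherwise. On 200 simulated tables of 806 genes, a list seeded with falls was called in 100% and unchanged lists in 0.682% of tests. All simulated lists had the same number of members, and falls are the rarer direction. How often lists with fewer members or lists of up-regulated genes would be called was not simulated. For 3 lists, 10000 random sets of HA-regulated genes were drawn from the 20 genes closest to each member in GC content and transcript length.

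Genes named are those named in the results on THP1 cells or drawn in Fig. 5D, members of the lists reported, and the 5 highest and 5 lowest by mean log2-fold change among genes in both tables. CBS, GATD3B, NCF1B, NCF1C, NPIPA1, NPIPA7, NPIPA8 and BOLA2 were named after their values were seen. The gene sets used by the paper for enrichment analysis were not used here. The values of 1 gene of Fig. 5D are not reported here, although it is included in counts of genes and in tests.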

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

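The patterns below lie in genes that the paper does not discuss, and each is a change against the control cells in the authors' deposited tables. The comparisons with near-identical copies and between the 2 compounds were chosen after the results were seen. All log2-fold changes are the authors'.

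Of the 30 genes in the NRF2 electrophile response list, 18 were up-regulated and 1 down-regulated by HA (two-sided Fisher's exact test against the other HA-regulated genes, p = 0.0112, adjusted p = 0.0201 over 9 lists), and 7 were up-regulated and 2 down-regulated by AT. In the authors' deposited tables HMOX1 had 2.02 with AT and 4.01 with HA, NQO1 had 2.27 and 3.58, FTH1 had 2.87 and 4.28 and AKR1C1 had 2.56 and 3.70. GC content or transcript length as the whole cause is argued against by the matched sets, of which a share of 0.0040 had as many up-regulated genes (one-sided). Near-identical copies are argued against as well, since 16 of the 18 genes have none by the criterion used. TRIM16 and TRIM16L are copies of each other. The 11 genes listed only for HA may be among the 71 up-regulated AT genes that the AT table lacks, so that absence from the AT table cannot be told apart from absence of an effect. A biological response to the compounds, whose reactive groups the paper discusses, stays a hypothesis. The depth of the libraries and their batches could not be examined.

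Of the 22 genes in the integrated stress response list, 9 were down-regulated and 0 up-regulated by HA (two-sided Fisher's exact test, p = 2.40e-05, adjusted p = 0.000216 over 9 lists), and 6 were down-regulated and 1 up-regulated by AT. In the authors' deposited tables STC2 had -2.36 with AT and -2.36 with HA, DDIT3 had -1.31 and -1.39 and CTH had -1.28 and -1.34. None of 10000 sets matched on GC content and transcript length had as many down-regulated genes (permutation p = 0.0001, one-sided, the smallest that these draws can give), which argues against these as the whole cause. All 9 genes are without a near-identical copy. Because 5 genes fell with both compounds, which share their controls, a higher stress response in the control cultures cannot be told apart from a lower one after treatment. Values per library would be needed to separate them.

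Of the 10 metallothionein genes, 4 were down-regulated and 0 up-regulated by HA (two-sided Fisher's exact test, p = 0.00910, adjusted p = 0.0201 over 9 lists), and 2 were down-regulated by AT. MT1E had -1.08 with AT and -1.61 with HA and MT1G had -1.38 with AT and the lowest value of the 4 with HA in the authors' deposited tables, while MT1X with -1.44 and MT2A with -1.22 were listed for HA only. A share of 0.0031 of the matched sets had as many down-regulated genes, which argues against GC content or transcript length as the whole cause. The 4 genes lie close together on chromosome 16, and neighbouring HA-regulated genes often changed in the same direction. Fisher's exact test and the matched sets take genes as independent, so that both may overstate the evidence. All 4 genes lack a near-identical copy by the criterion used, although reads of less similar family members were not examined. The state of the control cultures was not tested here. No biological explanation beyond the treatment itself was tested.

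CBSL had the lowest log2-fold change in both tables, -6.36 with AT and -6.33 with HA in the authors' deposited tables. CBS, whose longest transcript is covered in full by CBSL at 99.8% identity, had -1.49 and -1.75. The 2 genes differed by -4.87 with AT and by -4.57 with HA. Reads that match both genes may have been placed on CBS or CBSL differently among libraries, and this cannot be told apart from a true fall of CBSL without the reads. No biological explanation was tested.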

How the results depend on the processing

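No paired analysis was possible because the tables hold no values per library, although some replicate numbers are shared between groups. For the same reason leaving out replicates, other normalizations, filters on mean expression, stricter adjusted p-value thresholds, pseudocounts and fits of all groups together were not run. Whether single genes differ between AT and HA was not tested. The unknown depth limits every statement on genes absent from a table.

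A higher threshold lowers counts by construction. At 3-fold there were 352 AT- and 379 HA-regulated genes with 243 shared, and at 4-fold 236 and 222 with 151 shared. The share with the same direction could not change, since all 501 shared genes had the same direction at 2-fold. The share of HA genes also in the AT table rose from 62.2% at 2-fold to 68.02% at 4-fold in both. The share of AT genes also in the HA table fell from 67.4% to 64.0%. With 4-fold in AT and 2-fold in HA, 191 genes were shared, 80.9% of the AT and 23.7% of the HA genes. With 4-fold in HA and 2-fold in AT, 186 were shared, 83.8% of the HA and 25.0% of the AT genes. Taking all missing AT genes as HA-regulated, an alternative chosen after seeing the data, gave 80.4% of the HA genes. Matching by symbol and keeping 1 entry per symbol could change nothing, since each symbol occurs once per table.

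Pearson's r, 0.959 over all shared genes, was 0.949 at 3-fold, 0.930 at 4-fold, 0.932 with 4-fold in AT only and 0.936 with 4-fold in HA only. It was 0.870 for up-regulated and 0.834 for down-regulated genes alone. Spearman's rho fell more, from 0.919 to 0.841 at 3-fold and 0.730 at 4-fold. With 4-fold in AT only rho was 0.809, and with 4-fold in HA only it was 0.773. The median difference in size between HA and AT, 0.063, was 0.14 at 4-fold and 0.25 with 4-fold in HA only, and reversed to -0.056 with 4-fold in AT only. Selecting on 1 compound favours that compound by construction, so that no direction can be read from it.

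Of the 9 gene lists tested, 5 had an adjusted p under 0.05, and 5 had so without genes drawn in Fig. 5D. Leaving out members of more than 1 list removed no gene of the HA table and tests nothing. At 4-fold 0 did, with fewer genes tested. The adjusted p was then 0.284 for the granule and the integrated stress response lists and 0.644 for myeloid differentiation. The direction relative to the other genes reversed for the NRF2 list (6 up- and 1 down-regulated, adjusted p = 1 from Fisher's exact test) and the interferon list (1 up- and 0 down-regulated, adjusted p = 1). No metallothionein gene was left at 4-fold, and no DNA replication gene was left without those of Fig. 5D. Leaving out real-time PCR bars within 2 times their standard deviation could change nothing, since all signs were equal before.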

Differences from the paper's values

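In Fig. 5D the paper gives real-time PCR values, a different assay from the RNA-Seq in the authors' deposited tables, as log2-fold changes with standard deviations. The bars were read by eye, and 14 of 35 compared differed from the deposited RNA-Seq value by more than the standard deviation of the bar, all with equal signs. With AT, the RNA-Seq value was 4.94 against the paper's about 2.8 in Fig. 5D for ABCC3, 3.92 against about 3.2 in Fig. 5D for CYP4F3, 1.91 against about 0.7 in Fig. 5D for CD14 and 1.67 against about 1.4 in Fig. 5D for ITGAM. For LRIG1 it was -1.56 against about -2 in Fig. 5D, and for HDAC9 -1.77 against about -0.7 in Fig. 5D. With HA, it was 7.29 against the paper's about 4 in Fig. 5D for ABCC3, 6.98 against about 5.7 in Fig. 5D for CYP4F3, 3.92 against about 4.6 in Fig. 5D for SPP1, 2.72 against about 2.1 in Fig. 5D for ITGAX and 1.42 against about 1 in Fig. 5D for CD14. For MS4A3 it was -1.84 against about -2.4 in Fig. 5D, for HDAC9 -1.23 against about -1.5 in Fig. 5D and for ETV1 -1.36 against about -2 in Fig. 5D. None of the alternatives set before the data were examined changes these values.

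The paper counts 615 up- and 275 down-regulated genes for AT, and the authors' deposited table holds 544 and 199. One entry per symbol gave the same 544 and 199, and the 3-fold and 4-fold thresholds gave fewer. RTKN2 is not in the HA table, and its bar for HA, about -0.7 in Fig. 5D, is below the 2-fold threshold of the table. The paper describes the overlap of AT- and HA-regulated genes as almost complete on the basis of enrichment analysis, which ranks all genes. Between the tables 501 genes were shared, 62.2% of the HA and 67.4% of the AT genes, where the AT share refers to the 743 genes held. A bound chosen after seeing the values reached 80.4% of the HA genes and 72.8% of the paper's 890 AT genes. The log2 axis of Fig. 5C ends at about 6, read by eye, and 9 genes of the HA table lie beyond 6 in size.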

Other observations

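The comparisons with near-identical copies and the shared-control ratio were chosen after the results were seen. All log2-fold changes are the authors' deposited values.

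MYB, CEBPB, CEBPA, EP300, MYC and GFI1 are in neither table. At 24 h none of them was thus listed as changed 2-fold or more. With AT this does not show that they were not called, since that table lacks 71 up-regulated and 76 down-regulated genes of the paper's count. Nor does absence from either table show that a gene was unchanged. The paper's measurements of MYC and GFI1 in Fig. 5I were made at 2 and 4 h by another assay.

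The same-direction overlap of AT and HA was compared with what the shared controls alone give. The median ratio of AT to HA changes over shared genes was 0.963, against 0.863, 0.727 and 0.609 in simulations with HA errors of 2, 3 and 5 standard errors. These simulations took equal error in all libraries. For the 501 shared genes held, the ratio argues against control error as the whole cause only under that setting. Larger error in the control than in the treated libraries would raise the simulated ratio, which could not be checked without values per library. The 147 AT-regulated genes that the AT table lacks could shift the ratio, for which no interval is given. Real differences in state between control and treated cultures apart from the compounds were not tested.

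The NRF2 list members up-regulated by both compounds had larger changes with HA for 6 of 7 genes, with a median HA minus AT difference of 1.30, against 0.054 for the other shared up-regulated genes. A comparison with random sets of shared genes was run for this difference but is set aside, because the AT table is incomplete and the tables hold no errors. The difference is given as values only.

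The results of the other lists were as follows. The granule list had 5 genes down-regulated and 0 up-regulated by HA (two-sided Fisher's exact test, adjusted p = 0.00838) and 2 down-regulated by AT. PRTN3 and MS4A3, drawn in Fig. 5D, are among them, and without genes of that figure the adjusted p from Fisher's exact test was 0.0474. AZU1, PRTN3 and ELANE of this list lie close together on chromosome 19. The test takes genes as independent and may therefore overstate the evidence. The NF-κB list had 6 up-regulated genes with HA (adjusted p = 0.277, exact test) and 5 with AT. The interferon list had 3 up- and 2 down-regulated with HA (adjusted p = 0.729, exact test) and 4 and 2 with AT. The p53 list had CDKN1A alone, up-regulated by both (adjusted p = 1, exact test). Among 34 DNA replication genes MCM7 alone was listed, down-regulated by both (adjusted p = 0.399, exact test). None of the 20 mitosis genes, 17 heat shock genes or 18 cholesterol synthesis genes were in either table. A gene not listed was not shown to be unchanged.

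Genes down-regulated by HA had a median GC content of 54.0%, against 51.1% for those up-regulated by HA, while the medians for AT were 51.9% and 51.8%. Over the 501 shared genes HA minus AT fell with GC content (Spearman's rho -0.101, permutation p = 0.0248, two-sided, across genes that are not independent, not adjusted for the other tests). This is what a GC bias of the HA libraries would give, so that such a bias may contribute, but the relation is weak and a biological difference between the compounds would also allow it.

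Of 62 pairs of neighbouring protein-coding genes that were both HA-regulated, 52 changed in the same direction, against a median of 35 when directions were permuted (p = 0.0001, the smallest that 10000 permutations can give, one-sided). Without near-identical copies it was 51 of 61 pairs, with the same p. Among pairs that do not overlap it was 37 of 47, against a median of 27 (permutation p = 0.0016). The same permutation was also run on the AT table and is set aside, because that table is incomplete. Reads shared between near-identical copies or overlapping genes are thus argued against as the whole cause. Tandem families with less similar members, and shared regulation of neighbours, may contribute and were not tested.

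Near-identical copies did not always move together. NPIPA8 had 2.41 with AT and 2.15 with HA in the authors' deposited tables, NPIPA7 had -2.66 with HA and NPIPA1 had -1.61 and -1.37, although 90.7% of the NPIPA7 transcript has a copy in NPIPA8 at 100% identity. BOLA2, the highest gene of the AT table with 6.06 in the authors' deposited table, is not in the HA table and also has a near-identical copy. No explanation was tested for these genes.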
